# The neutrophil–osteogenic cell axis promotes bone destruction in periodontitis

**DOI:** 10.1038/s41368-023-00275-8

**Published:** 2024-02-27

**Authors:** Yutaro Ando, Masayuki Tsukasaki, Nam Cong-Nhat Huynh, Shizao Zang, Minglu Yan, Ryunosuke Muro, Kazutaka Nakamura, Masatsugu Komagamine, Noriko Komatsu, Kazuo Okamoto, Kenta Nakano, Tadashi Okamura, Akira Yamaguchi, Kazuyuki Ishihara, Hiroshi Takayanagi

**Keywords:** Periodontitis, Bone

## Abstract

The immune-stromal cell interactions play a key role in health and diseases. In periodontitis, the most prevalent infectious disease in humans, immune cells accumulate in the oral mucosa and promote bone destruction by inducing receptor activator of nuclear factor-κB ligand (RANKL) expression in osteogenic cells such as osteoblasts and periodontal ligament cells. However, the detailed mechanism underlying immune–bone cell interactions in periodontitis is not fully understood. Here, we performed single-cell RNA-sequencing analysis on mouse periodontal lesions and showed that neutrophil–osteogenic cell crosstalk is involved in periodontitis-induced bone loss. The periodontal lesions displayed marked infiltration of neutrophils, and in silico analyses suggested that the neutrophils interacted with osteogenic cells through cytokine production. Among the cytokines expressed in the periodontal neutrophils, oncostatin M (OSM) potently induced RANKL expression in the primary osteoblasts, and deletion of the OSM receptor in osteogenic cells significantly ameliorated periodontitis-induced bone loss. Epigenomic data analyses identified the OSM-regulated RANKL enhancer region in osteogenic cells, and mice lacking this enhancer showed decreased periodontal bone loss while maintaining physiological bone metabolism. These findings shed light on the role of neutrophils in bone regulation during bacterial infection, highlighting the novel mechanism underlying osteoimmune crosstalk.

## Introduction

The oral cavity, a gateway to the digestive and respiratory systems, harbors an estimated 1 000 bacterial species.^1^ Dysbiosis in oral microbial communities stimulates host immune responses and causes periodontitis, the most prevalent infectious disease in humans.^2–5^ Periodontitis is the primary cause of adult tooth loss and also affects various systemic diseases including diabetes, pneumonia, cardiovascular diseases, rheumatoid arthritis (RA), and inflammatory bowel disease.^6–11^ Thus, a detailed understanding of the cellular and molecular mechanisms underlying oral mucosal immunopathology is critical for developing therapeutic and preventive strategies against periodontitis and its comorbidities.

Recent advances in single-cell and spatial multiomics technologies have provided a cellular landscape of oral mucosal lesions, critically contributing to our understanding of the pathogenesis underlying periodontitis.^12–17^ Previous studies have shown that various immune cells, including T cells, B cells, and myeloid cells, accumulate in periodontitis lesions and may interact with stromal cells such as fibroblasts and epithelial cells.^12,15–18^ However, the in vivo relevance of immune–stromal cell interactions in periodontitis has not been proven by loss-of-function approaches, and it remains unclear how the complex cellular interactions ultimately induce osteoclastic bone resorption.

Experimental animal models are critical tools to investigate the mechanisms of disease pathogenesis. The ligature-induced periodontitis mouse model is the most widely used experimental model in the field, and genetic loss-of-function studies using this model have revealed that various immune cells such as T helper 17 (T_H_17) cells play an essential role in periodontal bone destruction.^4,19,20^ Receptor activator of nuclear factor-κB ligand (RANKL), the master cytokine inducing osteoclast differentiation and activation, is mainly produced by osteogenic cells including osteoblasts and periodontal ligament (PDL) cells during periodontitis.^4,21,22^ Inflammatory cytokines such as interleukin 17 A/F (IL-17A/F) and IL-6 stimulate RANKL expression in osteoblasts and PDL cells.^4^ However, the genetic deletion of these cytokines only partly inhibits periodontitis-induced bone destruction, suggesting that other factors may also contribute to the induction of RANKL in osteogenic cells.^4,22^ To obtain a comprehensive picture of the pathogenesis of periodontitis, it is necessary to understand the detailed molecular mechanisms underlying RANKL induction in osteogenic cells during periodontal inflammation.

In this study, we demonstrated that the neutrophil–osteogenic cell interaction promotes bone destruction in periodontitis through oncostatin M (OSM)/OSM receptor (OSMR) signaling. Single-cell RNA sequencing (scRNA-seq) analyses of the mouse periodontal lesions revealed that inflammatory neutrophils markedly accumulated in the periodontal lesions. Inflammatory neutrophils highly expressed OSM, which strongly induced RANKL expression in osteogenic cells. Periodontitis-induced bone loss was inhibited in osteogenic cell-specific OSMR-deficient mice, demonstrating the in vivo relevance of OSM-mediated neutrophil–osteogenic cell crosstalk. We identified the OSM-regulated RANKL enhancer region in osteogenic cells, and mice lacking this enhancer displayed decreased periodontal bone loss while maintaining physiological bone metabolism. Together, the results of this study reveal the detailed mechanisms underlying bone damage associated with periodontitis, providing a novel example of immune–stromal cell interactions in infectious diseases.

## Results

### Single-cell landscape of mouse periodontal lesions

To understand the cellular microenvironment underlying periodontal bone destruction at a single-cell resolution, we performed scRNA-seq using cells derived from the periodontal tissue of ligature-induced periodontitis mice at 7 days after ligature placement when the marked infiltration of immune cells and accelerated bone destruction were observed in previous studies.^4,19,20,23^ 

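Cells from the gingiva and the alveolar bone surface of 5 mice, taken 7 days after the ligature was placed, were pooled into 1 library of the 10x Genomics Single-cell 3′ v3 chemistry. In this assay each cell is caught in a droplet, and each captured transcript carries a molecular identifier (UMI), so that UMIs count transcripts and not PCR copies. The authors aligned the reads to mm10 with Cell Ranger and deposited raw UMI counts per gene and barcode, without normalization and without a filter on genes or mitochondrial share. The library of mice with ligature-induced periodontitis (LIP) held 1212 barcodes with 14236327 UMIs in all, at a median of 4938.5 UMIs and 1271 genes per barcode. The thresholds of the methods left out 73 barcodes with fewer than 200 genes, 12 with more than 7500 genes, 24 with more than 60000 UMIs and 197 with more than 10% mitochondrial UMIs, some of them on several counts. The 936 cells kept were 77.2% of the barcodes and held a median of 5595 UMIs.

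These cells were integrated with those of a second deposited library, from 5 untreated mice, in Seurat and clustered with 2000 variable features, 30 dimensions and a resolution of 0.1. The number of dimensions is Seurat's default, since the paper's text does not name it. Clusters were named from marker lists, and each class is written with “-like” because the name rests on transcripts alone. Expression is given as CPM, the UMIs of a gene summed over the cells of a class and scaled to 1000000 UMIs of that class. With 1 library per condition, and no record of which cell came from which mouse, no difference between mice can be measured and no test was made. The intervals given are exact 95% intervals, Poisson for sums of UMIs and Clopper-Pearson for shares, and cover counting error only. For a count of 0, the limit given is that of 3 counts, which concerns UMIs found and not expression.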

Unsupervised graph-based clustering analysis showed that the mouse periodontal lesions comprised immune cells (neutrophils, macrophages, T_H_17 cells, and B cells), epithelial cells, vascular endothelial cells (VEC), mural cells, and osteogenic cells (Fig. 1a, b). 

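In the LIP library 868 of the 936 cells kept, or 92.7%, fell into a named class. Neutrophil-like cells were the largest class with 325 cells, a share of 34.7% (95% interval 31.7–37.9). Among the other immune cells, 83 were macrophage-like (8.87%), 27 were T-like (2.88%) and 19 were B-like (2.03%). Epithelial-like cells numbered 112 (12.0%), vascular endothelial-like cells 79 (8.44%), mural-like cells 45 (4.81%) and osteogenic-like cells 62 (6.62%, 5.12–8.41). Classes outside those listed by the paper were 102 Schwann-like cells (10.9%), 9 erythroid-like cells (0.962%) and 5 lymphatic endothelial-like cells (0.534%). Of the cells left without a name, 46 formed a sub-cluster beside the macrophage-like cells with a median of only 791 UMIs, which was 4.91% of the LIP library and 2.83% of the control library. The share of neutrophil-like cells moved most when the limit on mitochondrial UMIs was set to 5%, to 45.5%.

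The T-like cells were the place of *Il17a* (ENSMUSG00000025929), the gene of the cytokine after which T_H_17 cells are named, with 1507 of its 1560 UMIs in the LIP library. At least 1 *Il17a* UMI was found in 12 of the 27 T-like cells, against 6 of the 325 neutrophil-like cells, a class that should lack the transcript. The median depth was 8437 UMIs in T-like and 3860 UMIs in neutrophil-like cells. After every cell was thinned to 1000 UMIs, which left out 13 neutrophil-like cells and none of the T-like cells, the shares with an *Il17a* UMI were 40.7% and 0.641%.

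**Figure D1:**
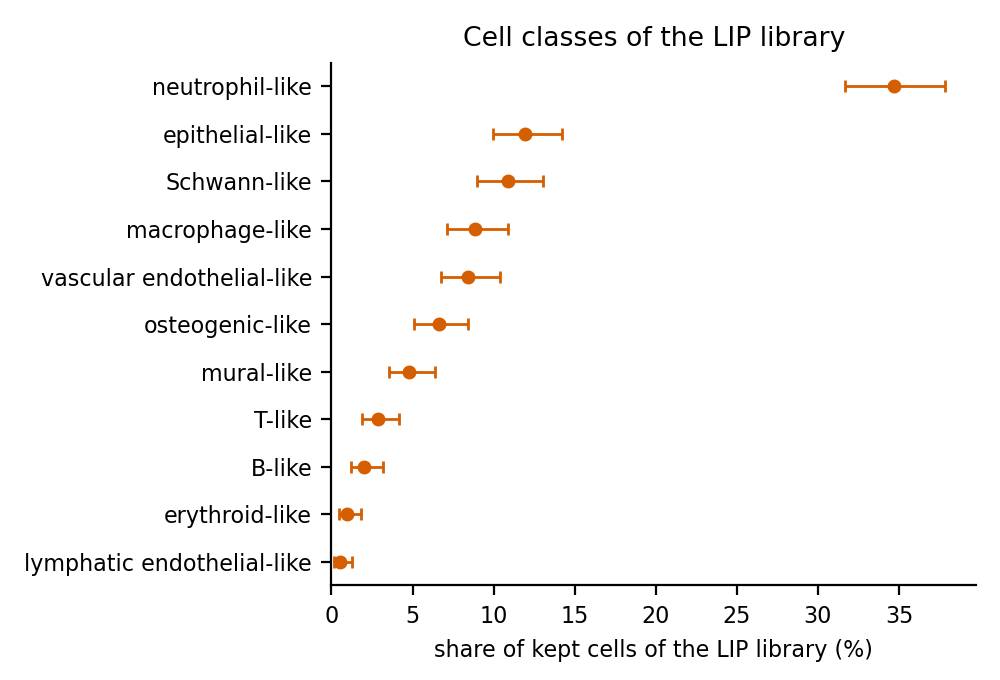
Share of the 936 kept cells of the LIP library (%, x axis) in each named class (y axis). Points are shares and bars their exact 95% binomial intervals; neutrophil-like cells lie at 34.7%, apart from the other classes, which all lie at or below 12.0%.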

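Expression of *Sp7*, *Runx2*, *S100a4* and *Postn* was measured in the cluster named osteogenic-like, with these 4 genes held out of the markers that named it. The list of those markers includes collagen genes, *Dcn* and *Lum*, and no list was set for fibroblasts. Fibroblasts of the gingiva could thus have taken this name, and values of the class may not be those of osteoblasts or PDL cells alone. *Postn* (ENSMUSG00000027750) was found in 50 of the 62 osteogenic-like cells of the LIP library (80.6%, 68.6–89.6), at 4412 CPM (4305–4521), and this class held 85.5% of the *Postn* UMIs of the library. *Sp7* (ENSMUSG00000060284) was found in 19 cells (30.6%, 19.6–43.7), and 91.2% of its UMIs lay in this class. For *Runx2* (ENSMUSG00000039153) the share was 48.4% (35.5–61.4) of osteogenic-like cells, and 44.9% of its UMIs lay in this class. *S100a4* (ENSMUSG00000001020) was found in 75.8% (63.3–85.8) of osteogenic-like cells at 1187 CPM, but macrophage-like cells held it at 3318 and mural-like cells at 2194 CPM. The class held 16.4% of the *S100a4* UMIs of the library.

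Vascular endothelial-like cells, which should lack *Postn*, *Runx2* and *Sp7*, showed *Postn* in 5.06% of 79 cells and neither of the other genes in any cell, which allows a share of cells with a UMI of up to 3.80%. Their median depth was 8504 UMIs, against 20808 UMIs in osteogenic-like cells. With all cells thinned to 1000 UMIs, which left out none of the osteogenic-like cells and 2 of the vascular endothelial-like cells, the shares in osteogenic-like cells were 56.5% for *Postn*, 46.8% for *S100a4*, 4.84% for *Runx2* and 3.23% for *Sp7*. In the vascular endothelial-like cells the thinned share was 16.9% for *S100a4* and 0 of 77 cells for the other genes.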

We annotated the osteogenic cell cluster, which is characterized by the expression of marker genes for both osteoblasts (*Sp7* and *Runx2*) and PDL cells (*S100a4* and *Postn*). Since PDL cells have osteogenic capacity and serve as the local source of osteoblasts in vivo, it is difficult to rigorously discriminate between PDL cells and osteoblastic cells using sequencing data.^24,25^

**Fig. 1:**
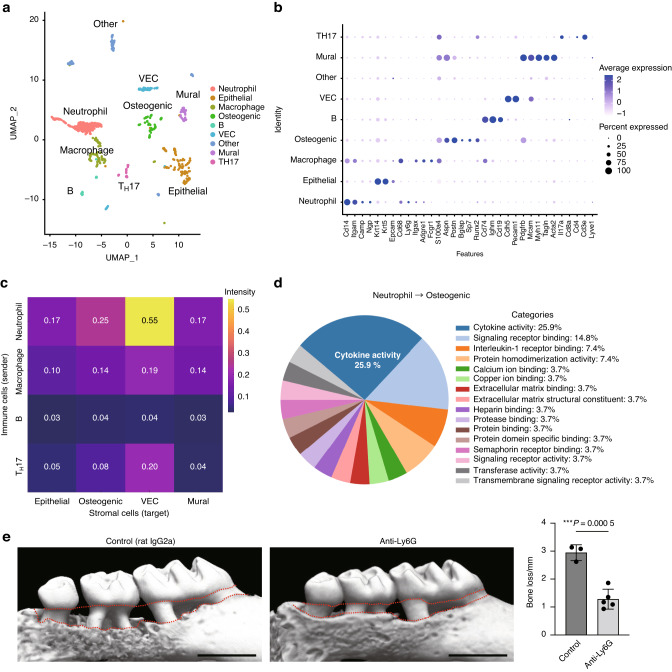
Neutrophils interact with osteogenic cells through cytokine production in periodontitis. **a** Uniform manifold approximation and projection (UMAP) plot of cells from the periodontal tissues of ligature-induced periodontitis mice (*n* = 5). **b** Dot plot of the expression of representative genes for each cluster. Each cell type was annotated using these marker genes. **c** Heat map showing the network intensity of interactions between immune cells (sender) and stromal cells (target). **d** Proportion of Gene Ontology terms on molecules mediating the effect of neutrophils on osteogenic cells. **e** Micro-CT analysis of periodontitis-induced bone loss in mice treated with isotype-control (rat IgG2a) and anti-Ly6G antibodies (*n* = 3 and *n* = 5, respectively). Scale bars, 1 mm. The upper red dotted line indicates the cement–enamel junction, and the lower red dotted line indicates the alveolar bone crest in the left panel. The periodontal bone loss was quantified in the right panel

To gain insights into the role of immune–stromal cell interactions in bone destruction associated with periodontitis, we performed CellChat analysis, a quantitative tool for measuring intercellular signaling networks, using our scRNA-seq data.^26^ We calculated the mean interaction intensity between immune cells and stromal cells, and found that the interplay between neutrophils and osteogenic cells was pronounced among intercellular interactions in the periodontal lesions (Fig. 1c, Supplementary Fig. S1a). 

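CellChat and its database were not used here. A score was computed instead from CellChat's published form, L × R / (0.5 + L × R), where L is the mean expression of a ligand in the sender and R that of its receptor in the target. Means were trimeans (the average of the quartiles with the median counted again) of log-normalized values, scaled to the highest value of the listed genes, and the parts of a receptor complex were joined by their geometric mean. The score was summed over the 10 ligand and receptor pairs of Fig. 2a that can be written from single genes, for 7 ligands, 4 immune senders and 4 stromal targets. Unlike the paper's network intensity, it covers cytokines alone and leaves out the permutation step.

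Among the 16 combinations in the LIP library, the score from neutrophil-like to osteogenic-like cells was 0.0631 and ranked 6. The highest was from neutrophil-like to vascular endothelial-like cells, at 0.105. It was followed by macrophage-like to osteogenic-like cells at 0.0854, neutrophil-like to mural-like cells at 0.0838, macrophage-like to vascular endothelial-like cells at 0.0742 and macrophage-like to mural-like cells at 0.0632. Osteogenic-like cells received 0.0552 from T-like and 0.0326 from B-like cells, where all of the other targets received 0.0148 or less. Averaging by the plain mean in place of the trimean moved the rank of the neutrophil-like to osteogenic-like score to 3. No interval was computed for these scores, and with 1 library their spread between mice cannot be measured.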

The interaction between neutrophils and VEC in the periodontitis pathogenesis has been well documented by previous studies,^27–30^ but the role of neutrophil-osteogenic crosstalk in periodontitis has never been reported. Since osteogenic cells represent the major source of RANKL in the periodontal bone damage, we focused on the neutrophil-osteogenic axis. The CellChat analysis data suggested that osteogenic cells act on neutrophils by expressing various factors including cell adhesion molecules and chemokines (Supplementary Fig. S1b). 

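Transcripts of chemokines and adhesion molecules were measured in the 62 osteogenic-like cells of the LIP library, and those of their receptors in neutrophil-like cells, from a list of genes set in advance because the paper's text names none. Of the chemokines, *Cxcl5* was the most abundant in osteogenic-like cells at 504 CPM (468–541), found in 20 cells. *Cxcl12* followed at 185 (164–208), *Ccl2* at 150 (131–171), *Ccl7* at 128 (111–148) and *Cxcl1* at 91.4 (76.6–108). Neutrophil-like cells held *Cxcl5*, *Cxcl12* and *Ccl7* at 4.31, 1.23 and 1.85 CPM. *Ccl2* was at 11.7 CPM in neutrophil-like and 230 in macrophage-like cells, and *Cxcl1* at 73.9 and 324. *Cxcl2* was at 32.1 CPM in osteogenic-like cells and at 16790 in neutrophil-like cells, too high a level there to tell its expression in osteogenic-like cells from free RNA. *Cx3cl1* was at 8.19 CPM and *Csf3* was not detected, which allows up to 2.05 CPM.

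Among the adhesion genes, *Fn1* reached 1406 CPM (1346–1468) and was found in 54 cells, and *App* 502 (467–540) in all 62. *Thy1* was at 194, *Cd44* at 122, *Icam1* at 52.5 and *Vcam1* at 27.3 CPM. *Icam1* was higher outside the class, at 273 CPM in neutrophil-like and 239 in macrophage-like cells. *Fn1* was at 12.9 and 1144 CPM there, *App* at 241 and 321 and *Vcam1* at 1.23 and 7.21. *Thy1* was not found in neutrophil-like cells and was at 1.97 CPM in macrophage-like cells, which held *Cd44* at 789. In neutrophil-like cells the partner genes *Cd44*, *Itgb2*, *Itgam* and *Itgal* were at 1365, 434, 423 and 300 CPM, the chemokine receptor genes *Ccr1* and *Cxcr4* at 964 and 286, while *Ccr2* was found in 0 of 325 cells. *Cxcr2*, the receptor gene for CXCL1, CXCL2 and CXCL5, belongs to the markers by which neutrophil-like cells were named, so its level there is no separate result.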

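The cytokine genes of the neutrophil-osteogenic network were measured in the 325 neutrophil-like cells of the LIP library. *Il1f9*, the gene of IL-36γ, was found in 69.5% of these cells (64.2–74.5) at 706 CPM (666–748), against 7.21 in macrophage-like cells. *Tgfb1* was at 91.7 CPM (77.6–108) in neutrophil-like and 258 (233–284) in macrophage-like cells, and at 156 in the osteogenic-like cells themselves. *Tnfsf14* was at 75.7 CPM (62.9–90.3) in neutrophil-like cells, 9.18 in macrophage-like cells and not detected in osteogenic-like cells. *Csf1* was at 142 CPM in neutrophil-like and 65.5 in osteogenic-like cells.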

The effect of neutrophils on osteogenic cells is suggested to be largely dependent on the cytokines produced by neutrophils (Fig. 1d). To assess the importance of neutrophils in the periodontal bone destruction in vivo, we depleted neutrophils by injecting anti-Ly6G antibody, which led to the significant inhibition of periodontitis-induced bone loss (Fig. 1e). These findings suggest that neutrophils may interact with osteogenic cells through cytokine production and promote bone destruction in periodontitis.

### OSM stimulates RANKL expression in osteogenic cells

Since osteogenic cells function as the primary source of RANKL in periodontal bone loss, we hypothesized that neutrophils may contribute to periodontal bone loss by inducing RANKL expression in osteogenic cells through cytokine production. 

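The communication score described for the sender and target pairs was also read for each cytokine acting from neutrophil-like on osteogenic-like cells of the LIP library. It was 0.0385 for *Tnf* with *Tnfrsf1a*. For *Osm* it was 0.0132, made up of 0.00625 through *Osmr* with *Il6st* and 0.00691 through *Lifr* with *Il6st*. For *Il1b* with the complex of *Il1r1* and *Il1rap* it was 0, because *Il1rap* was found in 15 of the 62 osteogenic-like cells (24.2%, 14.2–36.7), too few for a trimean above 0. With a 10% truncated mean the *Il1b* score was 0.0308, beside 0.0387 for *Tnf* and 0.0280 for *Osm*. The 3 pairs of *Tgfb1* scored 0.00420, 0.00273 and 0.00196, *Tnfsf14* with *Ltbr* 0.00261, and *Il1f9* and *Il1a* scored 0, since both need *Il1rap*.

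The receptor genes in osteogenic-like cells were *Il6st* at 158 CPM (139–180), *Lifr* at 145 (126–166), *Tnfrsf1a* at 109 (92.3–127), *Il1r1* at 66.2 (53.7–80.7) and *Osmr* at 53.2 (42.1–66.4). *Osmr* was found in 30 of 62 osteogenic-like cells, against 0 of 83 macrophage-like cells, a class with a median depth of 15711 UMIs, which allows a share of cells with a UMI of up to 3.61%. Thinned to 1000 UMIs per cell, *Osmr* was seen in 3.23% of osteogenic-like cells and in none of 81 macrophage-like cells. *Osmr* was not particular to osteogenic-like cells among the stromal targets. Its scaled trimean was 0.0769 in vascular endothelial-like, 0.0662 in mural-like and 0.0235 in osteogenic-like cells. From neutrophil-like cells, *Osm* through *Osmr* with *Il6st* scored 0.0152 to vascular endothelial-like and 0.00943 to mural-like cells. Through *Lifr* with *Il6st* it scored 0.0165 and 0.00616.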

We analyzed the CellChat data by focusing on the cytokine-mediated interaction between neutrophils and osteogenic cells, and found that tumor necrosis factor (TNF), IL-1β, and OSM displayed high communication intensity in the neutrophil-osteogenic network (Fig. 2a). These cytokines are specifically expressed in neutrophils in the periodontal lesion (Fig. 2b). 

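In the LIP library, *Il1b* (ENSMUSG00000027398) was at 8358 CPM in neutrophil-like cells (8218–8500) and at 2684 (2603–2768) in macrophage-like cells, a log2 ratio of 1.64 (1.59–1.69). The log2 ratio of neutrophil-like over macrophage-like cells for *Osm* (ENSMUSG00000058755) was 1.46 (1.18–1.74). For *Tnf* (ENSMUSG00000024401) the values were 577 (540–615) and 545 (509–584) CPM, a log2 ratio of 0.08 (−0.06–0.22), so that no difference was detectable. The ratio for *Tnf* moved most with 15 in place of 30 dimensions, to −0.45 (−0.59 to −0.31). Of all UMIs of each gene in the library, neutrophil-like cells held 51.0% for *Tnf* (48.7–53.3), 74.4% for *Il1b* (73.8–75.1) and 71.9% for *Osm* (68.1–75.6), and macrophage-like cells held 45.3%, 22.4% and 24.6%. T-like cells had *Tnf* at 80.1 CPM, and epithelial-like, osteogenic-like, vascular endothelial-like and mural-like cells at 5.44 or less.

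*Tnf* was found in 66.5% of neutrophil-like and 77.1% of macrophage-like cells, against 7.14% of epithelial-like cells, a class that should lack it and whose median depth was 23928.5 UMIs. Thinned to 1000 UMIs, with 13, 2 and 10 cells left out, the shares were 42.9%, 32.1% and 0 of 102 cells. *Il1b* was found in 93.8% of neutrophil-like, 83.1% of macrophage-like and 29.5% of epithelial-like cells, and after thinning in 85.9%, 53.1% and none. The paper hypothesizes that neutrophils, through their cytokines, may induce RANKL in osteogenic cells, which it names as the primary source of RANKL in this setting, and it compared the 3 cytokines for RANKL induction in primary osteoblasts.

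**Figure D2:**
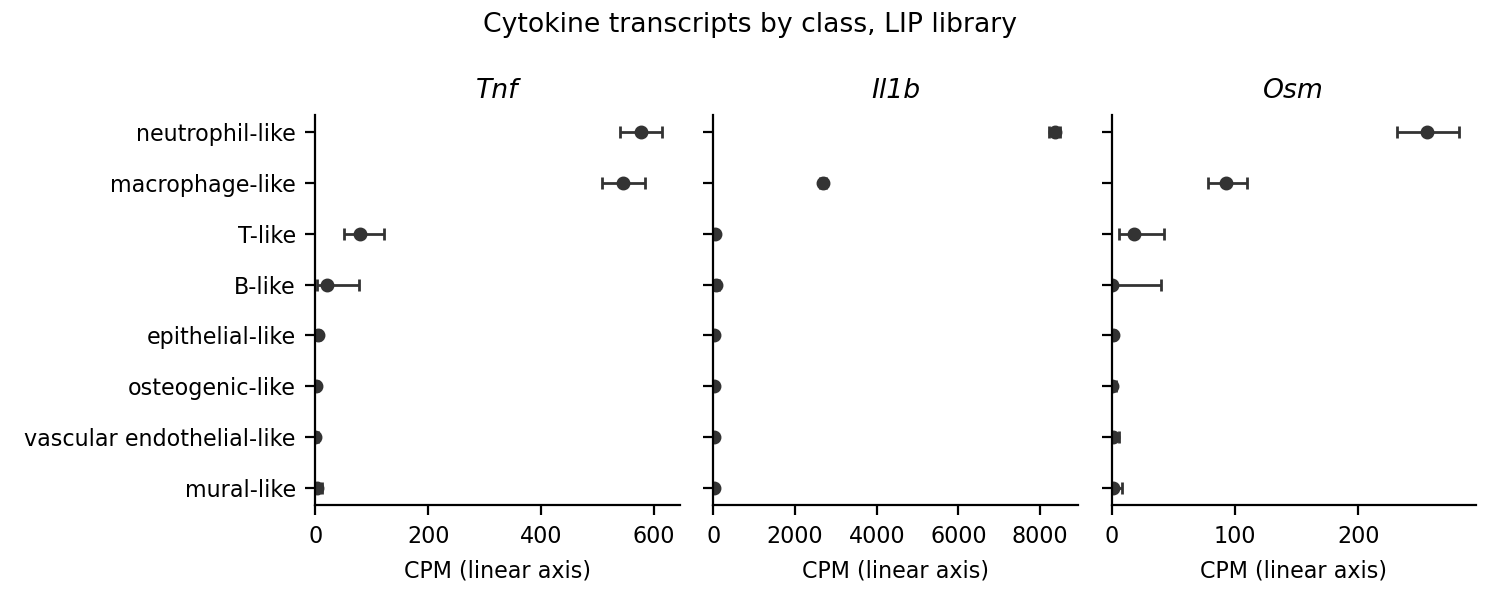
CPM (x axes, linear and separate for each gene) of *Tnf*, *Il1b* and *Osm* in 8 classes of the LIP library (y axis). Points are sums over the cells of a class and bars exact 95% Poisson intervals; the intervals of neutrophil-like and macrophage-like cells overlap for *Tnf* and lie apart for *Il1b* and *Osm*.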

Among the three cytokines, OSM had the strongest capacity to induce RANKL expression in mouse calvaria-derived primary osteoblasts in vitro (Fig. 2c). We confirmed that OSM significantly upregulates the expression of osteoblastic RANKL at the protein level (Fig. 2d). The scRNA-seq data analysis of human periodontal lesions also showed that OSM and OSMR were highly expressed in neutrophils and PDL cells, respectively (Fig. 2e). The CellChat analysis suggested that the OSM/OSMR axis also mediates the neutrophil-PDL interaction in human periodontal lesions (Fig. 2f).

**Fig. 2:**
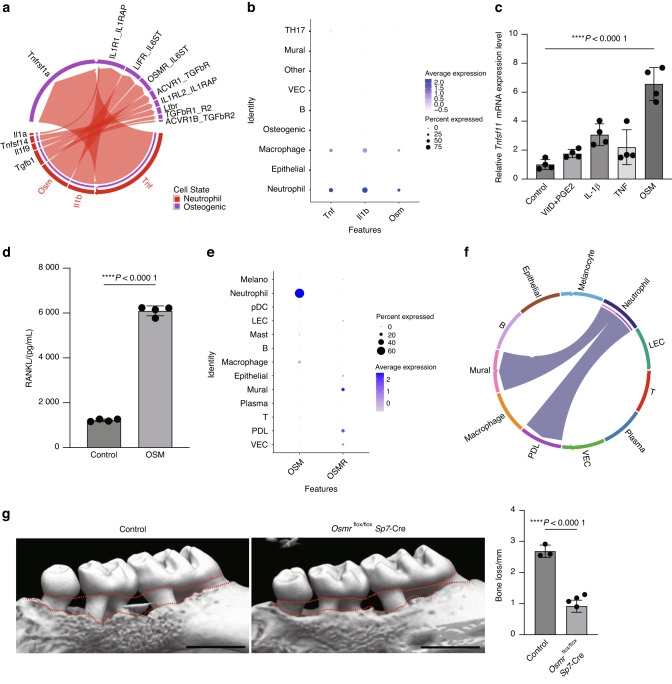
OSM stimulates RANKL expression in osteogenic cells and promotes bone destruction in periodontitis. **a** Chord diagram showing cytokine signaling interaction pairs in the neutrophil-osteogenic network. **b** Dot plot showing the expression of TNF, IL-1β, and OSM in the scRNA-seq clusters of the mouse periodontitis lesion. **c** qPCR analysis of *Tnfsf11* transcripts in calvaria-derived primary osteoblasts treated with TNF, IL-1β, OSM or Vitamin D plus Prostaglandin E2 (PGE2) (*n* = 4). The data were obtained from duplicate experiments. **d** RANKL concentration measured by ELISA in the lysate of primary osteoblasts treated with or without OSM. **e** Dot plot showing the expression of OSM and OSMR in scRNA-seq clusters of the human periodontitis lesion. **f** Chord diagram showing the OSM signaling interaction pairs in the cell-cell network of the human periodontitis lesion. **g** Micro-CT analysis of periodontitis-induced bone loss in the control (*n* = 3) and *Osmr*^flox/flox^ *Sp7*-Cre mice (*n* = 5). Scale bars, 1 mm. The upper red dotted line indicates the cement–enamel junction and the lower red dotted line indicates the alveolar bone crest in the left panel. The periodontal bone loss was quantified in the right panel

To investigate the importance of OSMR signaling in osteogenic cells in periodontitis-induced bone damage in vivo, we crossed OSMR-floxed mice with *Sp7*-Cre mice. In the periodontal tissue, *Sp7*-Cre was shown to target both osteoblasts and PDL cells.^22^ Because OSMR signaling in osteoblastic cells is involved in physiological bone metabolism,^31^ we used a *Sp7*-tTA-tetO-Cre (*Sp7*-Cre) system in which Cre recombinase is expressed only when a tetracycline-controlled transactivator (tTA) binds to a tetracycline responsive element (tetO) in the absence of doxycycline (Dox). *Sp7*-Cre mice crossed with OSMR-floxed mice were treated from the prenatal period with Dox, which was withdrawn at the age of 4 weeks. This protocol did not affect skeletal growth in the mice (Supplementary Fig. S2a–c). We induced periodontitis at the age of 8 weeks, and the alveolar bone was analyzed 10 days after ligature placement. Notably, periodontitis-induced bone loss was significantly inhibited in the *Osmr*^flox/flox^ *Sp7*-Cre mice (Fig. 2g). These results suggest that neutrophil-derived OSM binds to the OSMR on osteogenic cells and promotes RANKL expression, underscoring the relevance of the neutrophil–osteogenic cell interaction in bone destruction associated with periodontitis.

### Identification of the OSM-regulated RANKL enhancer region

OSM stimulates RANKL expression in osteoblastic cells by activating the signal transducer and activator of transcription 3 (STAT3) transcription factor. In addition, three STAT3-binding sites upstream of the *Tnfsf11* locus, namely RANKL distal enhancer 4 (RL-D4), RL-D5, and RL-D6, have been reported (Fig. 3a).^32,33^ We analyzed various publicly available epigenomic datasets of mouse osteoblastic cells and found that active enhancer markers including histone H3 lysine 27 acetylation (H3K27ac), histone H3 lysine 4 monomethylation (H3K4me1), and histone H4 lysine 5 acetylation (H4K5ac) as well as assay for transposase-accessible chromatin with sequencing (ATAC-seq) peak were enriched in these STAT3-binding sites, suggesting that these regions may function as active enhancers in osteoblastic cells.

**Fig. 3:**
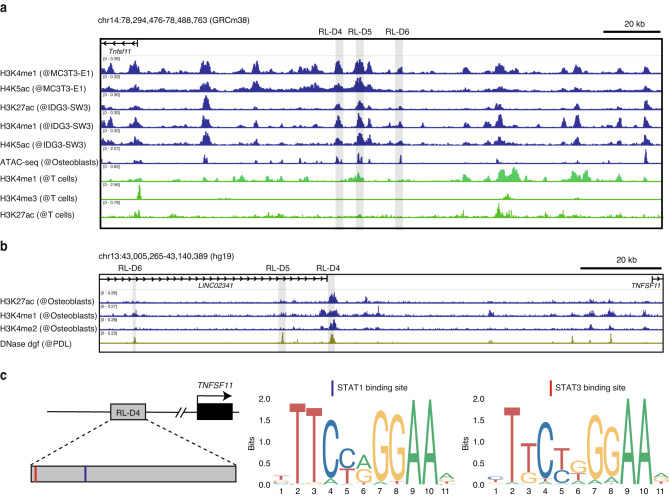
Identification of the OSM-regulated RANKL enhancer region in osteogenic cells. **a** H3K4me1, H3K4me3, H4K5ac, and H3K27ac ChIP-seq and ATAC-seq profiles in mouse osteogenic cells (GSE51515, GSE54782, and GSE174045) and T cells (ENCFF021TWR). The gray shaded areas indicate the RANKL distal enhancer regions (RL-D4, RL-D5, and RL-D6). **b** H3K27ac, H3K4me1, and H3K4me2 ChIP-seq profiles in human osteogenic cells (GSE29611) and DNase-seq profile in human PDL fibroblasts (ENCFF021TWR). The gray shaded areas indicate the human homologous areas of the RL-D4, RL-D5, and RL-D6 regions. **c** Schematic depicting the STAT-binding motifs and the predicted binding sites within the human homologous region of RL-D4

In human datasets, the homologous region of RL-D4 displayed the highest enrichment of active enhancer markers in osteoblastic cells and PDL cells (Fig. 3b). We confirmed that the binding motifs of STAT transcription factors were present in the human homologous region of RL-D4 (Fig. 3c). Previous studies have shown that deletion of RL-D5 or RL-D6 partly inhibits OSM-induced RANKL expression in osteoblastic cells, but the importance of RL-D4 in physiological or pathological bone metabolism has not been explored.^32–35^ Therefore, we evaluated the role of the RL-D4 region in periodontitis-induced bone loss by generating mice lacking the RL-D4 region using clustered regularly interspaced palindromic repeats (CRISPR)/CRISPR-associated protein 9 (Cas9)-mediated genome editing technology. The successful generation of RL-D4-knockout (KO) mice was confirmed by Sanger DNA sequencing (Supplementary Fig. S3a). The RL-D4-KO mice were born at the expected Mendelian frequency and displayed normal tooth eruption and a body size similar to that of littermate wild-type (WT) controls (Supplementary Fig. S3b).

### Periodontitis-induced bone loss is inhibited in RL-D4-deficient mice

To investigate the importance of the RL-D4 region in physiological bone remodeling, we first analyzed the long bones of RL-D4-KO mice at steady state. Microcomputed tomography (micro-CT) analyses showed that RL-D4-KO mice had normal bone phenotype compared to WT mice under physiological conditions (Fig. 4a, b). Dynamic bone histomorphometry showed no difference between WT and RL-D4-KO mice in both osteoclastic and osteoblastic parameters (Fig. 4c, d).

**Fig. 4:**
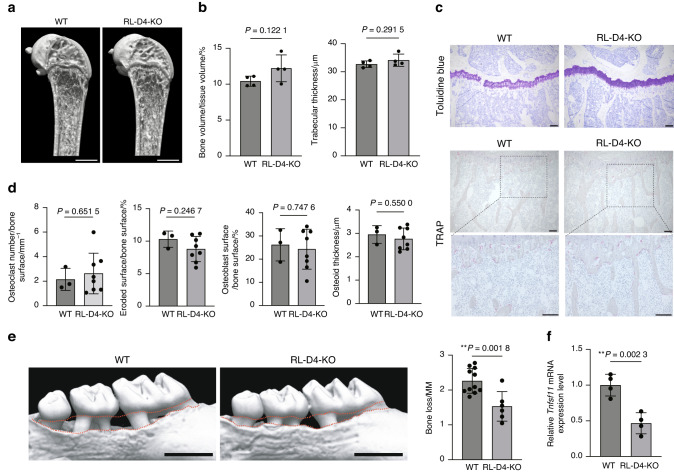
The RANKL enhancer RL-D4 is involved in periodontitis-induced bone loss but not in physiological bone remodeling. Representative micro-CT images (**a**) and micro-CT parameters (**b**) of the femur in female WT and RL-D4-KO mice at the age of 12 weeks (*n* = 4 and *n* = 4). Scale bars, 1 mm. **c** Toluidine blue and TRAP staining of the proximal tibias of WT and RL-D4-KO mice at the age of 12 weeks. The data are representative of at least three independent experiments. Scale bars, 100 μm. **d** Bone histomorphometric analysis of the proximal tibias of WT and RL-D4-KO mice at the age of 12 weeks (*n* = 3 and *n* = 8). **e** Micro-CT analysis of periodontitis-induced bone loss in WT (*n* = 11) and RL-D4-KO mice (*n* = 5). The upper red dotted line indicates the cement–enamel junction and the lower red dotted line indicates the alveolar bone crest in the left panel. Scale bars, 1 mm. Periodontal bone loss was quantified in the right panel. **f** qPCR analysis of the *Tnfsf11* transcripts in the calvaria-derived primary osteoblasts from WT mice and RL-D4-KO mice treated with OSM (*n* = 4). The data were obtained from duplicate experiments

To assess the involvement of RL-D4 in periodontal bone damage, we induced experimental periodontitis in the RL-D4-deficient mice and found that the periodontitis-induced bone loss was significantly inhibited in these animals (Fig. 4e). We isolated primary osteoblasts from the calvaria of RL-D4-deficient mice, and found that OSM-induced RANKL expression was significantly inhibited in the absence of the RL-D4 region (Fig. 4f). These data suggest that the RL-D4 region is not required for physiological bone remodeling but contributes to periodontal bone destruction, possibly by mediating OSM-induced RANKL expression in osteogenic cells.

Taken together, our findings indicate that neutrophils contribute to bone destruction in periodontitis by activating the OSMR/RL-D4/RANKL axis in osteogenic cells.

## Discussion

Neutrophils are the most abundant phagocytes in the bloodstream of humans, functioning as a key component of the innate immune system.^30,36^ Excessive neutrophil infiltration exacerbates the pathogenesis of periodontitis in humans and mice.^37,38^ Activated neutrophils promote periodontal tissue degradation by producing matrix metalloproteinases and reactive oxygen species. Recent studies have suggested that neutrophil extracellular traps may also contribute to periodontal bone destruction by activating T_H_17 cells.^39,40^ In this study, we demonstrated that neutrophils may stimulate osteogenic RANKL expression through cytokine secretion, providing novel insights into the role of neutrophils in the pathogenesis of periodontitis. In addition to OSM, our scRNA-seq data showed that periodontal neutrophils highly expressed IL-1 and TNF, suggesting that neutrophils may act as an important source of osteoclastogenic cytokines in periodontal bone loss.^41,42^ 

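For the other IL-1 gene, *Il1a* (ENSMUSG00000027399), neutrophil-like cells of the LIP library held 349 CPM (321–379) and macrophage-like cells 238 (214–264). Neutrophil-like cells accounted for 59.1% (55.9–62.3) of its 959 UMIs and macrophage-like cells for 37.9%. It was found in 110 of 325 neutrophil-like and 30 of 83 macrophage-like cells, against 7 of 112 epithelial-like cells, where it was at 6.99 CPM. At 1000 UMIs per cell these shares were 18.9%, 13.6% and 1.96%.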

Since the marked accumulation of neutrophils was also reported in an apical periodontitis model,^43^ the neutrophil-osteogenic cell axis may have a role in bone damage associated with endodontic infection. On the other hand, neutrophils can exert anti-inflammatory and bone-protective functions as evidenced by the fact that the neutrophil depletion delayed bone regeneration in a cranial defect model.^44^ The enhanced immune imbalance and bone destruction were reported in Leukocyte Adhesion Deficiency Type I (LAD1) patients in which poor or no recruitment of neutrophils triggers overactivation of T_H_17 cells in the periodontal tissues.^45,46^ These studies showed that either too few or too many neutrophils can exacerbate periodontitis, highlighting the importance of the precise coordination of neutrophil recruitment in periodontal tissue homeostasis. Additional studies are needed to provide a comprehensive picture of the role of neutrophils in the pathogenesis of periodontitis.

OSM is involved in various inflammatory diseases such as dermatitis, RA, and colitis.^47^ The cellular source of OSM in dermatitis and RA is T cells and macrophages,^48,49^ respectively. OSM promotes osteoclastic bone resorption by increasing RANKL expression in osteogenic cells. Previous studies showed that macrophage-derived OSM promotes osteogenic differentiation of bone marrow mesenchymal stromal cells,^50,51^ and OSM could inhibit sclerostin expression in osteocytes.^31^ Thus, the cellular source of OSM is context-specific and the effect of OSM on bone is dependent on the target cell type. 

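In the mouse LIP library, *Osm* reached 255 CPM (231–281) in neutrophil-like and 93.1 (78.4–110) in macrophage-like cells, the human data being not analysed here. These values came from 415 and 142 UMIs and are relative to all UMIs of a class, not per cell. A UMI of *Osm* was found in 139 of 325 neutrophil-like cells (42.8%, 37.3–48.3) and in 38 of 83 macrophage-like cells (45.8%, 34.8–57.1). The difference in these shares was not detectable, at a median depth of 3860 and 15711 UMIs. Thinned to 1000 UMIs per cell, the share was 17.9% (13.9–22.7) of neutrophil-like and 9.88% (4.36–18.5) of macrophage-like cells, with intervals that still overlap. Epithelial-like cells, which should lack it, had *Osm* in 2 of 112 cells and, at 1000 UMIs, in 1 of 102. Averaged over cells so that each cell weighs the same, the log2 ratio of neutrophil-like over macrophage-like cells was 1.87, the highest of all alternatives, and it was lowest with 15 dimensions, at 0.93. Within neutrophil-like cells, a sub-cluster led by *Acod1* and *Ccl3* with 277 of the 325 cells held *Osm* at 354 CPM (318–393), and the other, with 48 cells, at 101 (77.8–129).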

In both human and mouse scRNA-seq datasets, the expression levels of OSM are higher in neutrophils than in macrophages (Fig. 2b, e). Analogous to our findings in periodontitis, OSM is mainly produced by neutrophils and contributes to the pathogenesis of colitis by mediating neutrophil–stromal cell interactions, suggesting the shared mechanisms underlying mucosal immunopathologies.^52,53^ Clinically, protein levels of OSM in the gingival crevicular fluid are reportedly higher in patients with periodontitis than in healthy controls, suggesting the involvement of OSM in the pathogenesis of human periodontitis.^54^ As inhibition of the IL-23/IL-17 axis by ustekinumab is effective for the treatment of patients with severe hereditary periodontitis, inhibition of the OSM/RANKL axis may represent a potential therapeutic target to mitigate bone destruction in patients with severe hereditary periodontitis.^46^

RANKL is a multifunctional cytokine that plays an essential role in various biological systems including the bone and immune system.^5,55^ Our group and others have identified RANKL enhancer regions that function in cell type- and context- dependent manners.^32–34,56–59^ In physiological bone remodeling, the intronic enhancer, RL-D2, and RL-D5 regions control RANKL expression in mesenchymal cells including osteocytes and osteoblasts.^33,58,60^ The intronic enhancer in osteocytic cells is activated by cellular senescence signals,^58^ which were also shown to stimulate RANKL expression in periodontal ligament cells and cementoblasts.^61^ We previously demonstrated that periodontitis-induced bone loss and osteoclast development were markedly suppressed when RANKL was deleted in osteoblastic cells and periodontal ligament cells.^4^ 

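Within the osteogenic-like class of the LIP library, clustering at a resolution of 0.2 gave sub-clusters of 30, 25 and 7 cells. The leading genes of the first include the bone genes *Ibsp*, *Bglap* and *Mmp13*, those of the second the fibroblast genes *Mfap4*, *Clec3b* and *Dpt*, and those of the last the cartilage genes *Cytl1*, *Acan* and *Hapln1*. *Sp7* was found in 17 of the 30 cells of the bone-gene sub-cluster, in 1 of the 25 cells of the fibroblast-gene sub-cluster and in 1 of the 7 others. For *Runx2* the counts were 24, 6 and 0, for *Postn* 27, 23 and 0, and for *S100a4* 22, 18 and 7. Median depth was 25731.5, 18637 and 14540 UMIs.

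Over the whole class, 29 of 62 cells (46.8%, 34.0–59.9) held a UMI of *Sp7* or *Runx2* together with one of *S100a4* or *Postn*. Another 28 cells (45.2%) held only *S100a4* or *Postn*, 3 held only *Sp7* or *Runx2*, and 2 held none of the 4. In the bone-gene sub-cluster 22 of 30 cells held both kinds of transcript, and in the fibroblast-gene sub-cluster 6 of 25. *Tnfsf11*, the gene of RANKL, had 27 UMIs in 7 osteogenic-like cells, 18 of them in the bone-gene and 9 in the fibroblast-gene sub-cluster, where they all came from 1 cell.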

In our scRNA-seq dataset, the osteoblastic cells (characterized by expression of *Sp7* and *Runx2*) and periodontal ligament fibroblasts (characterized by expression *S100a4* and *Postn*) were clustered as a single population due to the limited number of cells compared to previous scRNA-seq studies.^17,62^ This is a major limitation of the current study and it will be needed to clarify relative contribution of RANKL on periodontal ligament fibroblasts and osteoblasts to periodontal bone loss in future studies.

In bone destruction associated with RA, the distal enhancer E3 region regulates RANKL expression in synovial fibroblasts.^59^ The findings of the current study indicate that the STAT3-binding RL-D4 region may be involved in OSM-induced RANKL expression in osteogenic cells and contribute to bone damage in periodontitis. RL-D4 is the same region as E2 in our previous study on RA synovial fibroblasts^59^; this region did not contribute to RANKL induction in the synovial fibroblasts. These findings indicate that the osteogenic cells and synovial fibroblasts utilize distinct enhancers for RANKL regulation under inflammatory conditions. Because other members of the IL-6 family of cytokines also activate STAT3 and promote RANKL expression in osteogenic cells, it is possible that the inhibition of periodontal bone loss in RL-D4-KO mice is a combined effect of OSM and other cytokines such as IL-6. As both RL-D5 and RL-D6 regions are reportedly involved in OSM-induced RANKL expression in osteoblastic cells in vitro,^60^ further studies are required to examine the contribution of these enhancers to periodontitis-induced bone loss, and to elucidate the role of RL-D4 region beyond periodontitis.

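RL-D4, as deleted in the RL-D4-KO mouse, spans 3412 base pairs of chromosome 14 in GRCm38, from 78376100 to 78379511. In the GENCODE annotation of this build it overlaps 0 genes. *Tnfsf11* (78277445–78308043) is read from the minus strand, so that RL-D4 lies upstream of it, 68.1 kb from the start of its annotated transcript. *Akap11*, the gene of A-kinase anchoring protein 11, lies on the same strand from 78492246 to 78536808 and ends 113 kb from RL-D4 on the other side. The interval between the 2 genes measures 184 kb and holds 0 protein-coding genes. It contains an annotated ribosomal RNA gene, *Gm26197*, from 78311226 to 78311340 and a processed pseudogene, *Gm4821*, from 78461292 to 78461818. Positions for RL-D5, RL-D6 and E3 are not used here.

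**Figure D3:**
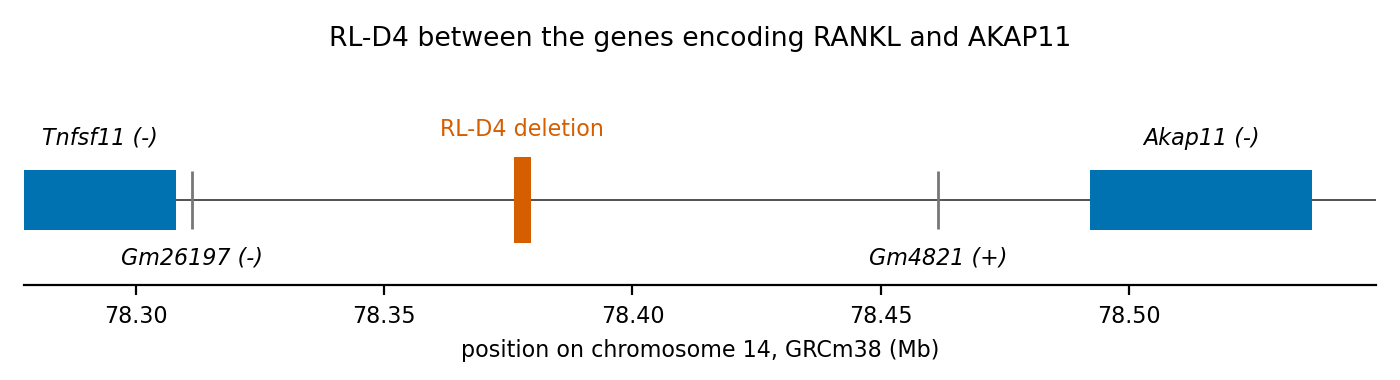
Map of chromosome 14 (x axis, Mb of GRCm38) from *Tnfsf11* to *Akap11*, with strands in brackets. Bars are drawn to scale for the protein-coding genes and the RL-D4 deletion, and thin lines mark the places of the ribosomal RNA gene and the pseudogene; RL-D4 lies 68.1 kb from *Tnfsf11* and 113 kb from *Akap11*.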

Intriguingly, the inflammation-associated enhancers including RL-D4, RL-D5, RL-D6, and E3 are located in the intergenic region between RANKL and A-kinase anchoring protein 11, an area that has been expanded during vertebrate evolution.^63^ We suspect that the emergence of such inflammation-associated RANKL enhancers during evolution may have linked immune activation to osteoclastic bone resorption and thus driven the emergence of inflammatory bone disease, the earliest evidence of which is periodontitis-induced bone damage in a 275 million-year-old terrestrial reptile.

Recent advances in single-cell technologies have revealed cellular heterogeneity at an unprecedented level of resolution, and increasing attention has been paid to the interaction between immune and stromal cells based on the computational inference of intercellular interactions using single-cell sequencing data.^64,65^ In this study, we demonstrated that neutrophil–osteogenic cell crosstalk through the OSM/OSMR axis promotes bone damage associated with periodontitis, providing a novel example of immune–stromal interactions. Further investigations into such cellular interactions will help provide an understanding of the pathogenesis of various diseases including periodontitis.

## Methods

### Mice

All animals were maintained under specific pathogen-free conditions, and all experiments were performed with approval of the institutional review board at The University of Tokyo (Tokyo, Japan). C57BL/6 mice were purchased from CLEA Japan, Inc. (Shizuoka, Japan). *Osmr*^flox/flox^ mice were obtained from the Jaxon Laboratory. *Sp7*-Cre mice were previously described.^4,55^ RL-D4-KO mice were generated using CRISPR/Cas9-mediated genome editing technology on the C57BL/6J background. Single guide RNA targeting the sequences of the RANKL distal enhancer region (5′-TGTCCTAAAATGTTGCCATG-3′ and 5′-AATGTGAATGATCACAAGCA-3′) and hCas9 mRNA were prepared as previously described.^59^ 

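The guides flank the deleted region. Guide 1, TGTCCTAAAATGTTGCCATG, matches the plus strand at 78376083–78376102 of chromosome 14 in GRCm38 and is followed by the motif AGG that Cas9 needs next to its target. Guide 2, AATGTGAATGATCACAAGCA, matches the minus strand at 78379509–78379528 and is followed by GGG. These positions follow from the sequence and coordinates that the paper gives, with 13 of the 20 bases of each guide lying on that sequence. Cas9 cuts 3 bases from its motif, which places the cuts between 78376099 and 78376100 and between 78379511 and 78379512.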

Primers for detection of the RL-D4-KO allele were as follows: forward, 5′-TTTCGTTGCAAAGTGGGATGAAG-3′ and reverse, 5′- ACCATTAGCATTCTGGACTGAGAA-3′. The PCR product of the RL-D4-KO allele (362 base pairs) was further sequenced using the forward primer to confirm that the founder progenies harbored the enhancer region deletion (3 412 base pair deletion corresponding to GRCm39 chr14: 78,613,540–78,616,951/GRCm38 chr14: 78,376,100–78,379,511). 

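In the sequence of Figure S3a each predicted cut lies 10 bases from an end, where the joined ends of the RL-D4-KO allele also meet. The whole segment between the cuts is thus missing. The positions of the cuts on the chromosome were set from the ends of the deletion, so their match is no separate result. In the intact sequence a C stands just left of each cut, so the joined sequence alone cannot place the junction to the exact base. The sequence read across the joined ends is AAATGTTGCCTTGTGATCAT, in which AAATGTTGCC lies to the left of the deletion and TTGTGATCAT to the right. With the same primers the intact allele would give a product of 3774 base pairs, which is the length of the product from the RL-D4-KO allele plus the deleted bases.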

Founder progenies were mated with C57BL/6J WT mice to generate heterozygous offspring and subsequently intercrossed to generate WT and RL-D4-KO littermate progeny. Age- and sex-matched mice were used for all of the experiments unless otherwise noted.

### Ligature-induced periodontitis mouse model

To evaluate the periodontitis-induced bone loss, a 5-0 silk ligature was tied around the maxillary left second molar, and the contralateral tooth was left unligated to serve as the baseline control, as previously described.^4,19^ The mice were sacrificed and analyzed with micro-CT 10 days after ligature application. Prior to micro-CT inspection, the maxillae were preserved in a 70% ethanol solution. Micro-CT scanning was performed with the ScanXmate-A100S Scanner (Comscantechno Co. Ltd., Kanagawa, Japan). Three-dimensional microstructural image data were reconstructed and structural indices were calculated using TRI/3D-BON bone analysis software (RATOC System Engineering Co. Ltd., Tokyo, Japan). Mice in which the ligatures were lost were excluded from the data.

### Single-cell RNA-seq and data analysis

To isolate single cells from the periodontal tissues, we collected cells from gingival tissues and the alveolar bone surface by curetting with forceps. Subsequently, the obtained periodontal tissues were cut into small pieces and digested in 2 mg/mL Collagenase Type 2 (Worthington Biochemical Corp.) and 1 mg/mL DNase Type 1 (Sigma) for 20 min at 37 °C. 0.5 mol/L EDTA was added and the tissue was incubated for another 10 min at 37 °C. After enzymatic digestion, periodontal cells were collected by centrifugation, following filtration through a 70 µm mesh. Single-cell RNA-seq analysis was performed with the 10x Genomics Chromium system (10x Genomics, Pleasanton, CA, USA). Single cells were isolated from the periodontal tissues of five mice with periodontitis. The sequencing libraries were generated from these cells using the 10x Genomics Single-cell 3′ Solution Kit (v.3) and then subjected to Illumina sequencing (HiSeq 4000 Sequencing System; Illumina, San Diego, CA, USA). Alignment and quantitation of sample count matrices were performed using the 10x Genomics Cell Ranger Pipeline (v.3.0) and mouse reference sequences (version mm10) as indicated in the manufacturer’s protocol. Downstream analysis was performed using the Seurat R package (v.4.3.0.1). We primarily filtered out genes expressed in <3 cells and cells with <200 genes. Cells with greater than 10% mitochondrial reads, 7 500 nFeature_RNA, and 60 000 nCounts RNA were also excluded. After quality control, data normalization was performed using the NormalizeData function in Seurat, and the top 2 000 variable features were identified. The Uniform Manifold Approximation and Projection dimensional reduction technique was applied to visualize the clusters at a resolution of 0.1. The cell–cell communication was analyzed using the CellChat v1.6.1R package.^26^

### Administration of anti-Ly6G antibody in vivo

Mice were administered an intraperitoneal dose of 0.4 mg of anti-Ly6G antibody (clone 1A8, BioXCell) or a rat IgG2a isotype control (clone 2A3, BioXCell). The antibody was injected on a schedule of four time points: one day before ligature placement, and 2, 5, and 8 days after ligature placement. Bone loss was subsequently measured 10 days after ligature placement.

### Cytokine stimulation assay

We isolated primary osteoblasts from the calvaria of newborns by enzymatic digestion using Alpha Minimum Essential Medium (11900024; Gibco, Waltham, MA, USA) supplemented with 0.1% collagenase (038-22361; Wako Chemicals, Osaka, Japan) and 0.2% Dispase II (383-02281; Wako Chemicals), as previously described.^58^ After digestion, osteoblasts were collected and seeded in 24-well plates. After 1day of incubation, cells were stimulated with IL-1β (R&D, 401-ML), TNF-α (R&D, 410-MT), and OSM (R&D, 495-MO) at a concentration of 50 ng/mL. After 72 h, stimulated osteoblasts were collected and subjected to quantitative PCR (qPCR) assays. In the experiment to examine the induction of RANKL expression by OSM in calvaria-derived osteoblasts from RL-D4-deficient mice, cells were collected in the same manner described above. These osteoblasts were seeded in 24-well plates. After 1 day of incubation, cells were stimulated with OSM at a concentration of 100 ng/mL. After 6 h, stimulated osteoblasts were collected and subjected to qPCR assays.

### ELISA

The isolation of the primary osteoblasts was described above. After enzymatic digestion, osteoblasts were collected and seeded in 6-well plates. After 1 day of incubation, cells were stimulated with OSM (R&D, 495-MO) at a concentration of 50 ng/mL. After 72 h, cell lysates were collected from the osteoblasts with RIPA Buffer (nacalai tesque) containing 1% Protease Inhibitor Cocktail (nacalai tesque) and subjected to ELISA. ELISA was performed according to the manufacture’s protocol (R&D SYSTEMS).

### qPCR analysis

Total RNA was extracted from isolated cells using the ReliaPrep RNA Miniprep System (Z6011; Promega, Madison, WI, USA) and reverse transcribed with SuperScript III (11752-250; Invitrogen, Thermo Fisher Scientific, Waltham, MA). qPCR was performed with a LightCycler (Roche, Basel, Switzerland) using SYBR Green (Toyobo, Osaka, Japan). The results were normalized to Gapdh expression level. The primers used were: *Gapdh*, 5′-TCCACCACCCTGTTGCTGTA-3′ and 5′-ACCACAGTCCATGCCATCAC-3′; *Tnfsf11*, 5′-AGCCATTTGCACACCTCAC-3′ and 5′-CGTGGTACCAAGAGGACAGAGT-3′.

### Analysis of the long bones

For micro-CT analysis, femurs were isolated from WT and RL-D4-KO mice and fixed in 70% ethanol. CT scanning was performed using the ScanXmate-A100S Scanner (Comscantechno). Three-dimensional microstructural image data were reconstructed, and structural indices were calculated using TRI/3D-BON software (RATOC). For histomorphometric analyses, tibias from WT and RL-D4-KO mice were dissected, fixed in 70% ethanol, and subjected to standard dynamic bone histomorphometric analyses as previously described.^58^ Toluidine blue and TRAP staining images were captured using the BZ-II Analyzer (Keyence Co., Osaka, Japan).

### ChIP-seq data and motif analyses

ChIP-seq data were downloaded from the GEO and ENCODE Project databases and visualized using the Integrative Genomics Viewer (version 2.3.12).^66^ Position weight matrices (PWMs) for motifs were obtained from the JASPAR database (https://jaspar.genereg.net/).^67^ We analyzed the transcription factor-binding sites within the input sequence of GRCh37 chr13: 43,058,344-43,062,075 using the JASPAR database. For motif identification, we employed FIMO^68^ with the default threshold value set to q < 10^−4^.

### Statistical analyses

Data were analyzed on GraphPad Prism software v9.5.1 and R software v4.3.1. Statistical tests, n-values, replicate experiments, and *P*-values are all indicated in the figures and/or legends. All data are expressed as the mean ± s.e.m. *P*-values were calculated using Student’s *t* test, analysis of variance (ANOVA) with Dunnett’s or Tukey’s multiple-comparison test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1, throughout the paper).

### Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure legend

## Data Availability

All data that support the plots within this paper are available in the main text. The referenced publicly available datasets were downloaded from the Gene Expression Omnibus (GEO) (scRNA-seq data of human periodontal lesions; GSE164241, the epigenomic datasets of osteogenic cell epigenomic datasets; GSE51515, GSE54782, and GSM733779) and ENCODE Project databases (DNase-seq data of human PDL fibroblasts; ENCDO247AAA). The processed files of scRNA-seq data for mouse periodontitis are deposited in the GEO under accession GSE254766.

# Supplementary material for: The neutrophil–osteogenic cell axis promotes bone destruction in periodontitis
**Source:** Int J Oral Sci. 2024 Feb 27;16:18. doi: 10.1038/s41368-023-00275-8

a

> Mouse chr14: 78,3761,090...78,379,521 (GRCm38)

```
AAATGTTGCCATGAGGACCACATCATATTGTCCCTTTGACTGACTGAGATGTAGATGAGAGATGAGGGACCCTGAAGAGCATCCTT
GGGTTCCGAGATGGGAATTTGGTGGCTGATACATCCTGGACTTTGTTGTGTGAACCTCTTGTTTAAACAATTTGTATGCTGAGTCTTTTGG
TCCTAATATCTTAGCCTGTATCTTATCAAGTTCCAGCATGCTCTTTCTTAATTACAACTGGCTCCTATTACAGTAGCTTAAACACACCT
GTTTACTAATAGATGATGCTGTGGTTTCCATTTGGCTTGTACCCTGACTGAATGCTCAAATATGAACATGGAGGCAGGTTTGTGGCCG
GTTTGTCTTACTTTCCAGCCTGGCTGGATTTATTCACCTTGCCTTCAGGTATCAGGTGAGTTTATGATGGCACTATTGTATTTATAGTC
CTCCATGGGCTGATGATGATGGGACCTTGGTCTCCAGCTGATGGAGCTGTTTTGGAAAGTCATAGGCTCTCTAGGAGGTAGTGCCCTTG
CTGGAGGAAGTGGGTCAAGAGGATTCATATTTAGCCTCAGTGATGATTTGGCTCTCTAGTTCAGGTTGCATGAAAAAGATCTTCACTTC
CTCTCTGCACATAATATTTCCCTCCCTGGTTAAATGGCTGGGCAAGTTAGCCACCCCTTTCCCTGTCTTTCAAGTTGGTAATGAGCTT
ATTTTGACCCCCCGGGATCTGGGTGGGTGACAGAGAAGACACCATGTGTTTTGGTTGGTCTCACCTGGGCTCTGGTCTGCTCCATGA
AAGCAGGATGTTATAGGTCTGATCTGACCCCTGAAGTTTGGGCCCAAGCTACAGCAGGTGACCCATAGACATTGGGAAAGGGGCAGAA
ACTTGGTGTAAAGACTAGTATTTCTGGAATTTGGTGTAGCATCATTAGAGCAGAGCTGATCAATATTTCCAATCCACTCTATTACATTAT
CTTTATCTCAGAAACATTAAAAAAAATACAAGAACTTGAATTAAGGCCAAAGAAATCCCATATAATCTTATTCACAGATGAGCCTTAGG
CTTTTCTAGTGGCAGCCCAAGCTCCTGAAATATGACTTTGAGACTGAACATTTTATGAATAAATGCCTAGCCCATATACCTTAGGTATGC
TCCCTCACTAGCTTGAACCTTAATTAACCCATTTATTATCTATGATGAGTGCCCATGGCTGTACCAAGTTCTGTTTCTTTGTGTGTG
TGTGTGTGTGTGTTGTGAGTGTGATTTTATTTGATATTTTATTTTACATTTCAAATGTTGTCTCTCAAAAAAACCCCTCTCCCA
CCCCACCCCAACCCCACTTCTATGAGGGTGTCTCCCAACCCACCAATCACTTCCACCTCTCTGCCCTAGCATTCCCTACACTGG
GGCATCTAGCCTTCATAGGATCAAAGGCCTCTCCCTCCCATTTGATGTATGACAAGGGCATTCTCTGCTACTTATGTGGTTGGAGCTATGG
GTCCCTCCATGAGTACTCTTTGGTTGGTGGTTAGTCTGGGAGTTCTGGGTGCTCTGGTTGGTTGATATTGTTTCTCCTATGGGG
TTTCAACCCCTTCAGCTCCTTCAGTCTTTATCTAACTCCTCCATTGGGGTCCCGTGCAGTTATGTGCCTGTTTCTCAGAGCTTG
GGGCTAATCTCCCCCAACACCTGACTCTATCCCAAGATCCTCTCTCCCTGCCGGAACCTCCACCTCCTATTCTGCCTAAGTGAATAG
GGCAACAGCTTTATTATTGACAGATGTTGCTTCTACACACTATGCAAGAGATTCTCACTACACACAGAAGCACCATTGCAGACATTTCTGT
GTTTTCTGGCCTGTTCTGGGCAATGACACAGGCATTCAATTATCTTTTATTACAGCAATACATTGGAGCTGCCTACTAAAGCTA
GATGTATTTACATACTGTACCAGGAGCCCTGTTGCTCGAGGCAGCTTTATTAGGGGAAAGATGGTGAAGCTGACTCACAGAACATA
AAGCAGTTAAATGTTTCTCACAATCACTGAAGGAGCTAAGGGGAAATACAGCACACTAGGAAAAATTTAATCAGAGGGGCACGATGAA
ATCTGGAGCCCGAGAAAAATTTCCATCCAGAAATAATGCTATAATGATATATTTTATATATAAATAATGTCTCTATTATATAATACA
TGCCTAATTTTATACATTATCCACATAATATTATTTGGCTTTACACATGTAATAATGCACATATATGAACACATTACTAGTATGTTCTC
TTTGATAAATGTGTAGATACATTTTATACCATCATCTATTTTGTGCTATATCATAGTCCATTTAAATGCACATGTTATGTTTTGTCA
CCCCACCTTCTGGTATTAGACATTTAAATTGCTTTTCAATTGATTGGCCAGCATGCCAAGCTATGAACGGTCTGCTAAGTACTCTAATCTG
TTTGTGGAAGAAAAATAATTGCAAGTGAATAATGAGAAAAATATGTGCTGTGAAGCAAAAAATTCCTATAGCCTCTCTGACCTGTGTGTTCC
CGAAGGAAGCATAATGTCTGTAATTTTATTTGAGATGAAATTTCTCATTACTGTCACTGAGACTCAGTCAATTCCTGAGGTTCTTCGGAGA
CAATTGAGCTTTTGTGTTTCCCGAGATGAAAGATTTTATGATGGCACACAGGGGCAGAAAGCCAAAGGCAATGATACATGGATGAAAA
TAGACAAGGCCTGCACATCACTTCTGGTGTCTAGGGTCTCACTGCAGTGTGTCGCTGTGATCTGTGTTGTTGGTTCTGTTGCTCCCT
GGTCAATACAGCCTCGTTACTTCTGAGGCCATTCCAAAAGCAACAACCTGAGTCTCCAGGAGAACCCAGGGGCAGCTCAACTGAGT
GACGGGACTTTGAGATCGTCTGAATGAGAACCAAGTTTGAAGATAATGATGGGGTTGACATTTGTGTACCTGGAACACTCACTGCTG
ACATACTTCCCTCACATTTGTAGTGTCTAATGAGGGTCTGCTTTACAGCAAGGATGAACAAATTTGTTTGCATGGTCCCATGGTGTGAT
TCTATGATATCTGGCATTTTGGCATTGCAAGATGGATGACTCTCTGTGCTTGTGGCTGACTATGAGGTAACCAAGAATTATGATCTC
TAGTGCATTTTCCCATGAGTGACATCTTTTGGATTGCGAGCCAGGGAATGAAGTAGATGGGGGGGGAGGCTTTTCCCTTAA
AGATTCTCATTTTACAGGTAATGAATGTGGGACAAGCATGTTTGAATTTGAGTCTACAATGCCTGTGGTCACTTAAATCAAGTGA
TGGTGAAGTGCCCTGCTTGTGATCAT (3 412 bp deletion)
```

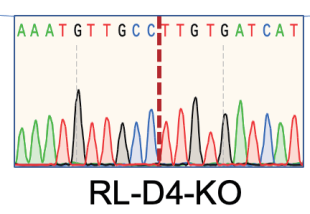

b

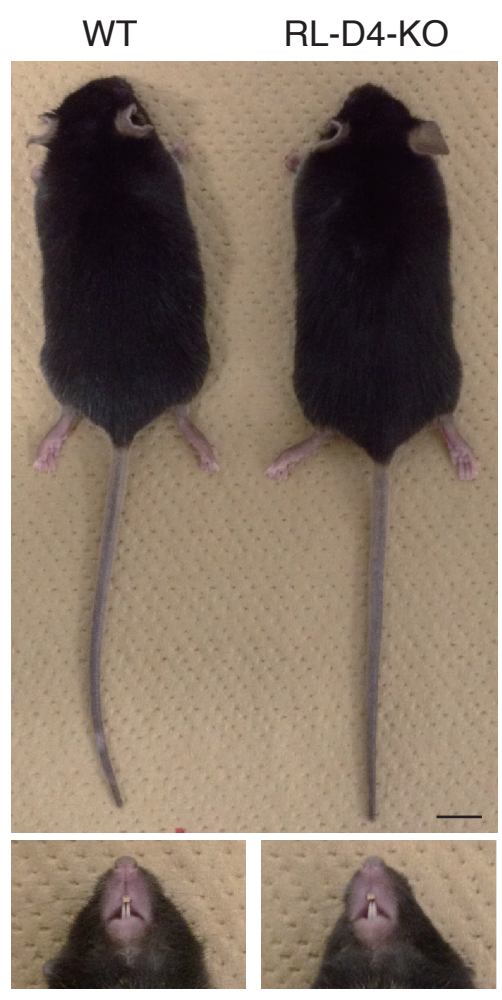

**Supplement:** Supplementary file 3 — Supplementary Figure 3

# Supplementary material for: The neutrophil–osteogenic cell axis promotes bone destruction in periodontitis
**Source:** Int J Oral Sci. 2024 Feb 27;16:18. doi: 10.1038/s41368-023-00275-8
**Supplement:** Supplementary file 4 — Supplementary Figure legend

**Figure S1. The effects of osteogenic cells on neutrophils in periodontitis. a,** Heat map showing the network intensity of interactions between stromal cells (sender) and immune cells (target). **b,** Proportion of Gene Ontology terms on molecules mediating the effect of osteogenic cells on neutrophils.

**Figure S2. The effects of inducible deletion of osteogenic cell *Osmr* on skeletal growth. a,** Representative macroscopic images of 10-week-old male control and *Osmr*^flox/flox^ *Sp7*-Cre mice. Scale bars, 1 cm. **b,** Body weight of 10-week-old male control and *Osmr*^flox/flox^ *Sp7*-Cre mice. **c,** Length of the femur of 10-week-old male control and *Osmr*^flox/flox^ *Sp7*-Cre mice. Scale bars, 1 mm.

**Figure S3. Generation of the RL-D4-KO mouse. a,** The nucleic acid sequence of RL-D4 in mice. The sequence region colored pink denotes the deletion region obtained with the CRISPR/Cas9 method. **b,** Representative macroscopic images of 6-week-old male WT and RL-D4-KO mice. Scale bars, 1cm

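The sequence shows the region together with 10 bases on each side of the deletion. The copy of the sequence read here holds 3356 of the 3432 bases that the coordinates and these flanks give, and was used at its ends only. The 10 flanking bases at either end are the ones that meet in the sequence of the RL-D4-KO allele, and each guide reaches across one end of the deleted region.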

How the deposited data were processed for this re-analysis (not part of the article)

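Single-cell RNA sequencing was analysed for 2 libraries, 1 from mice with ligature-induced periodontitis (LIP) and 1 from untreated mice (control). Each pools cells of the gingiva and alveolar bone surface from 5 mice aged 8 weeks, and the LIP library was made 7 days after ligature placement. The authors prepared the libraries with the 10x Genomics Single-cell 3′ v3 chemistry and aligned the reads to mm10 with Cell Ranger, version 3.0 in the methods and 3.1.0 in the header of the count matrices. The values used are the raw UMI counts of 31053 genes per barcode. They hold whole numbers without normalization, and barcodes under the gene minimum and over the mitochondrial limit are still present. The control library held 1169 barcodes and 16472915 UMIs, at a median of 8997 UMIs and 2207 genes per barcode.

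Cells with fewer than 200 genes, more than 7500 genes, more than 60000 UMIs or more than 10% mitochondrial UMIs were left out, as were genes found in fewer than 3 cells. In the control library 161, 5, 14 and 196 barcodes met these criteria in turn and 883 cells (75.5%) were kept, with a median of 10845 UMIs. The kept cells held 10560109 UMIs in the LIP library and 13407122 in the control library. Counts were log-normalized per 10000 UMIs, and both libraries were integrated and clustered with Seurat 5.3.0 in R 4.3.3, in place of the paper's version. Each cluster was clustered again at a resolution of 0.2, and it was split where its sub-clusters differed in name. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and plots matplotlib 3.10.9. Doublet scores from Scrublet marked 2 LIP and 1 control barcodes, which were kept in the main setting and removed in an alternative.

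Marker lists for 19 classes, the comparisons, 14 alternative settings and the rule for naming genes were set before the data were examined. The 4 genes by which the paper characterizes osteogenic cells were held out of the osteogenic list, and *Il17a*, *Il17f* and *Cd4* were among those held out of the T cell list. None of the 19 lists was for fibroblasts, and the osteogenic list includes collagen genes. The exact rule for naming a cluster was written after the leading genes of the sub-clusters had been seen. A marker counted when it was found in at least 25% of the cells of a cluster and was more than 2-fold above the remaining cells, with 10 CPM added on both sides. A cluster took the class with the most markers among its 10 leading genes, with ties going to the class with the most markers in all, and needed 3 markers of it in all. The sub-cluster led by *Cytl1* had no marker among its leading genes and was named osteogenic-like by 4 markers in all, and 1 of the epithelial-like sub-clusters was likewise named by 7. Clusters whose cells had a median under 0.333 times the median UMIs of their library also needed a marker among the leading genes. This rule left 3 sub-clusters unnamed. One with few UMIs held 46 LIP and 25 control cells, an epithelial neighbour held 11 LIP (1.18%) and 35 control (3.96%) cells, and one led by *Tff2* and *Muc5b* held 11 LIP (1.18%) and 16 control (1.81%) cells. The largest part of the osteogenic-like cells was the bone-gene sub-cluster in the LIP library (30 of 62, 48.4%) and the fibroblast-gene sub-cluster in the control library (90 of 121, 74.4%).

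Genes named in the text are those the paper's text names for its mouse single-cell data, the ligands and receptors labelled in Fig. 2a, the genes labelled in Fig. 1b, and lists of chemokines, adhesion molecules, growth factors, fibroblast genes and sex genes written in advance. For the libraries compared within a class, the 5 genes with the highest and the 5 with the lowest log2 ratio were named among those with at least 50 UMIs over both libraries. The values shown in Fig. 1b and Fig. 2b had been seen when this rule was written. Genes that lead a cluster are named by their rank in it. A further 10 genes were chosen after their values were seen. *Trdc*, *Tcrg-C1*, *Ibsp*, *Acan*, *Hapln1* and *S100a8* are among them, and the rest are not reported here. *Lyz2*, *Trbc1* and *Trbc2* were also chosen after their values were seen.

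Ratios between groups of cells carry exact conditional intervals at a level of 95%. A sum of 0 is compared through a floor of 3 counts over the group, and for a share of cells the floor limits the cells with a UMI, not the cells that express the gene. Shares of cells with a UMI were also computed after drawing 1000 UMIs from each cell, and 2000 as an alternative, with shallower cells left out. No p-value is given, since each condition has 1 library. The computations were checked on simulated data, with the sums of a class drawn from the Poisson distribution that the intervals assume. With 200 genes changed by 2 on the log2 scale among 3194 genes of neutrophil-like cells, 96.1% of the intervals covered the value put in and 98.0% of the changed genes had an interval without 0, against 3.87% of the others. For 6710 genes of osteogenic-like cells these were 95.8%, 99.0% and 4.13%. All 11 simulated classes were named as drawn, with their cells redrawn from the summed profiles of classes that the same rule had named. Both checks could thus find errors of computation only. Real UMIs can gather in single cells, as 3045 of the 4341 *Saa3* UMIs of osteogenic-like cells did. The simulated sums leave this out, so how often the intervals cover on real counts was not tested.

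The alternatives were a resolution of 0.05 or 0.3, merging without integration, clustering the LIP library alone, 15 dimensions, a mitochondrial limit of 5% or 20%, removal of doublets, the mean over cells of counts per 10000, thinning to either depth, a 10% truncated mean or the mean for the trimean, and communication values not scaled. A further 3 were added after the values were seen, on which sub-clusters count as osteogenic-like, neutrophil-like or macrophage-like cells. Positions around RL-D4 come from the GENCODE annotation of GRCm38 and the coordinates and sequences the paper gives. The human data and the experiments other than single-cell sequencing are not analysed here, and neither is the motif content of RL-D4.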

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

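The tests of the mitochondrial limit, of the loss of epithelial-like and B-like cells, of the low-UMI sub-cluster, of *Lyz2*, and of *Trdc* and free RNA for *Il17a* were chosen only after the results were seen. All 5 results below are signals in the LIP library above the control library, or in genes outside those the paper discusses, since the paper's results do not compare its lesion with untreated tissue. Because each condition is 1 library, differences in preparation and the condition cannot be told apart for any of them.

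Neutrophil-like cells made up 34.7% (31.7–37.9) of the LIP library and 5.89% (4.43–7.65) of the control library, a difference of 28.8 percentage points (25.3–32.3). The tables argue against the limit on mitochondrial UMIs as the source, since the smaller difference of the pair of other limits was 27.5 points (24.0–30.9), at 20%. They also argue against a loss of epithelial-like and B-like cells, since among the remaining cells the shares were 40.4% of 805 (37.0–43.9) and 10.3% of 503 (7.82–13.3), a difference of 30.0 points. An influx of neutrophils with the ligature stays open as a biological explanation, beside the handling of each pool.

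Macrophage-like cells made up 8.87% (7.12–10.9) of the LIP library and 4.64% (3.35–6.25) of the control library. Among cells outside the epithelial-like and B-like classes the shares were 10.3% (8.30–12.6) and 8.15% (5.91–10.9), but these cells still include the neutrophil-like cells, whose rise lowers the share of every other class. With neutrophil-like cells left out too, macrophage-like cells were 17.3% of 480 (14.0–21.0) and 9.09% of 451 (6.60–12.1), a difference of 8.20 points, which argues against the loss of epithelial-like and B-like cells as the whole source. Loss of cells of further classes and a biological difference stay open and are untested.

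Schwann-like cells made up 10.9% (8.97–13.1) of the LIP library and 4.19% (2.97–5.73) of the control library. A sub-cluster of 22 cells with a median of 857 UMIs was present in the LIP library alone, but without it the share was still 8.55% (6.84–10.5). When epithelial-like and B-like cells were left out as well, the shares were 10.2% of 783 (8.18–12.6) and 7.36% of 503 (5.23–10.0). With neutrophil-like cells also left out they were 17.5% of 458 (14.1–21.3) and 8.20% of 451 (5.84–11.1), a difference of 9.26 points, which argues against the loss of epithelial-like and B-like cells together with the low-UMI sub-cluster as the whole source. A loss of osteogenic-like or T-like cells and how much nerve was dissected with each pool were not tested and stay open.

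*Saa3* had 4341 UMIs in osteogenic-like cells of the LIP library and 0 in those of the control library, where all cells together held 6. They came from 18 of 62 cells, and 3045 of them from 1 cell. Macrophage-like cells of the LIP library held 8652 UMIs. Free RNA is argued against by the level without the highest cell, 897 CPM against 63.3 in cells outside the osteogenic-like and macrophage-like classes, a log2 ratio of 3.83 (3.67–3.98). Droplets shared with a macrophage-like cell are argued against by *Lyz2*, which in the 7 osteogenic-like cells with more than 10 *Saa3* UMIs was at 106 CPM, against 12324 in macrophage-like cells, a log2 ratio of −6.86 (−7.51 to −6.29). The larger bone-gene sub-cluster of the LIP library stays open. In the fibroblast-gene sub-cluster, without its highest cell of 42 UMIs, *Saa3* was at 12.7 CPM (4.67–27.7). The 90 control cells of this sub-cluster held 0 UMIs. This difference cannot decide, since free RNA reaches such a level: epithelial-like cells of the LIP library were at 17.9 CPM (13.1–23.8). The bone-gene sub-cluster held 4289 UMIs in 11 of 30 LIP cells (36.7%) and 0 UMIs in 20 control cells. A share of that size is also reached by free RNA, since 30.4% of epithelial-like cells of the LIP library held a *Saa3* UMI at a similar depth, a median of 23928.5 UMIs against 25731.5. More than 10 UMIs were held by 6 of the 30 LIP cells (20.0%, 7.71–38.6) and by 0 of the 20 control cells, which allows a share of up to 15%. With so few cells above free RNA, induction by the ligature and the larger sub-cluster cannot be told apart.

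*Il17a* was at 5489 CPM (5216–5774) in T-like cells of the LIP library and at 275 in those of the control library, with 531 of its 1507 UMIs in 1 cell. Free RNA is argued against by a log2 ratio of 10.06 (9.66–10.48) over all other cells of the LIP library. Of the 12 T-like cells with *Il17a*, 10 held *Trdc*, a gene of the γδ receptor (83.3%, 51.6–97.9, 716 UMIs), against 2 of the 15 without *Il17a* (13.3%, 1.66–40.5, 2 UMIs). *Tcrg-C1* was found in 12 (100%, 73.5–100) against 1 (6.67%, 0.169–31.9). In the control library both genes were found in all 3 T-like cells with *Il17a* (29.2–100) and each in 5 of the 48 without (10.4%, 3.47–22.7). The *Trdc* shares argue against an αβ receptor in every cell with *Il17a*. *Trac*, a gene of the αβ receptor, was found in 33.3% (9.92–65.1) of the cells with *Il17a* and 60.0% (32.3–83.7) of those without. *Trbc1* was found in 9 and *Trbc2* in 11 of the 12, against 11 of 15 each, with intervals that overlap. Of the *Il17a* UMIs, 8 cells with *Trdc* and no *Trac* held 1143, and 2 cells with both held 292. Most of the *Il17a* UMIs thus lay in cells that hold *Trdc*. The 2 cells with *Trac* and no *Trdc* held the other 72, and these cells also held *Tcrg-C1*. With 2 cells, αβ and γδ T cells cannot be told apart as the source of that part.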

How the results depend on the processing

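The 3 settings on sub-clusters were chosen only after the results were seen, and the other settings had been planned. No paired analysis was possible because each library pools mice whose cells cannot be told from one another, and the mice of both libraries are different animals. Over all settings, 228 alternative values were computed for 22 results, of which 157 stayed within the counting interval of the main value, 70 moved beyond it and 1 changed sign from a main value whose interval leaves out 0. The log2 ratio of neutrophil-like over macrophage-like cells for *Tnf*, 0.08 (−0.06–0.22), has an interval that includes 0, and it also changed sign, to −0.45 with 15 dimensions and to −0.090 at a mitochondrial limit of 5%. Where a value moved, the cause was not tested, apart from thinning, which lowers shares by its construction. Scores have no interval, so any change at 3 significant digits counts as a move for them.

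A resolution of 0.05 or 0.3 moved none of the 22 results. The neutrophil-like share stayed above the control library under all of its alternatives, by 27.5 to 36.1 points. Neutrophil-like cells held 50.9% to 52.0% of *Tnf* UMIs and 71.9% to 73.7% of *Osm* UMIs. The log2 ratio of LIP over control for *Osmr* in osteogenic-like cells was 0.26 (−0.25–0.77), with no difference detectable, and ranged from 0.16 to 0.41. Relative to all UMIs, *Il1b* and *Osm* stayed higher in neutrophil-like than in macrophage-like cells under every alternative. The log2 ratios were 1.19 to 1.82 and 0.93 to 1.87, whereas *Tnf* ranged from −0.45 to 0.34. None of these settings compares UMIs per cell, and macrophage-like cells were deeper, at a median of 15711 against 3860 UMIs. By count, the 325 neutrophil-like cells held 415 *Osm* and 13581 *Il1b* UMIs, and the 83 macrophage-like cells 142 and 4096. The ratios thus do not show more transcripts per neutrophil-like cell.

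Merging without integration gave a neutrophil-like share of 39.0%, an *Il1b* UMI share of 76.1%, and scores from neutrophil-like to osteogenic-like cells of 0.0329 for *Tnf* and 0.0115 for *Osm*. Removing doublets gave 39.3%, 76.2%, 0.0334 and 0.0114 for these. It took out only 2 LIP and 1 control barcodes, too few to move the share by themselves, so other cells were also assigned differently. With the LIP library clustered alone the scores were 0.0390 for *Tnf*, 0.0226 for *Il1b* and 0.0143 for *Osm*, and the rank of neutrophil-like to osteogenic-like cells was 3.

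With 15 dimensions the log2 ratios of neutrophil-like over macrophage-like cells were −0.45 for *Tnf*, 1.19 for *Il1b* and 0.93 for *Osm*. The *Il1b* UMI share was 76.0%, the scores were 0.0325 for *Tnf* and 0.0113 for *Osm*, and the log2 ratio of LIP over control for *Il1b* in neutrophil-like cells was 1.44. A mitochondrial limit of 5% gave a neutrophil-like share of 45.5%, which was 36.1 points above the control library, log2 ratios over macrophage-like cells of −0.090 for *Tnf* and 1.45 for *Il1b*, and scores of 0.0381 for *Tnf* and 0.0131 for *Osm*. At 20% the *Il1b* UMI share was 76.2%, the scores were 0.0327 for *Tnf*, 0.0117 for *Il1b* and 0.0117 for *Osm*, the rank was 3 and *Il1b* had a log2 ratio of LIP over control of 1.94.

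The mean over cells of counts per 10000 gave log2 ratios over macrophage-like cells of 0.34 for *Tnf*, 1.82 for *Il1b* and 1.87 for *Osm*. The ratios of LIP over control in neutrophil-like cells were 1.44 for *Tnf* and 0.78 for *Il1b*, and for *Osm* the sign changed, from 0.61 to −0.069. Thinning to 1000 UMIs lowered the shares of osteogenic-like cells with a UMI to 3.23% for *Sp7*, 4.84% for *Runx2*, 46.8% for *S100a4* and 56.5% for *Postn*, and thinning to 2000 to 6.45% for *Sp7*, 14.5% for *Runx2* and 51.6% for *S100a4*. Depth thus limits what a missing *Sp7* or *Runx2* UMI says about a cell.

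With the 10% truncated mean the scores were 0.0387 for *Tnf*, 0.0308 for *Il1b* and 0.0280 for *Osm*, with rank 3. With the mean in place of the trimean they were 0.0420, 0.0415 and 0.0421, with rank 3. With values not scaled they were 0.632 for *Tnf* and 0.442 for *Osm*, with rank 3, and for *Il1b* the score stayed at 0.

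With the bone-gene sub-cluster alone as osteogenic-like cells, their share was 3.21%, and *Sp7* was found in 56.7%, *Runx2* in 80.0% and *Postn* in 90.0% of them. The scores were 0.0361 for *Tnf*, 0.0301 for *Il1b* and 0.0216 for *Osm*, the rank was 2 and *Tnfsf11* had a log2 ratio of LIP over control of 0.88, against 3.05 in the main setting. Counting the low-UMI sub-cluster as neutrophil-like cells gave a share of 39.6%, an *Il1b* UMI share of 76.3%, scores of 0.0326 for *Tnf* and 0.0118 for *Osm*, rank 7 and a log2 ratio of LIP over control of 1.87 for *Il1b*. Kept among macrophage-like cells, it gave rank 3.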

Differences from the paper's values

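Among the settings named here, only those on sub-clusters were chosen after the values were seen. In the paper, neutrophils to osteogenic cells rank about 2 among the 16 combinations of sender and target (Fig. 1c, read by eye). The rank was 6 here, on a score that covers 10 cytokine pairs where the paper's covers its whole database. Of the alternatives set before the data were examined, clustering the LIP library alone, a mitochondrial limit of 20%, the 10% truncated mean, the mean in place of the trimean and values not scaled gave rank 3, which is within 1.5 times the paper's. A resolution of 0.05 or 0.3, merging without integration, 15 dimensions, a mitochondrial limit of 5% and removal of doublets left it at 6. The bone-gene sub-cluster alone, chosen after seeing the values, gave rank 2, which leaves out 32 of the 62 osteogenic-like cells and drops none of the 3 cytokines that the paper takes forward. The low-UMI sub-cluster kept among macrophage-like cells, also chosen after seeing the values, gave rank 3, and counted as neutrophil-like cells rank 7.

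In Fig. 1c neutrophils signal to osteogenic cells more strongly than macrophages do. Here the score was 0.0631 from neutrophil-like and 0.0854 from macrophage-like cells, although both *Tnf* (0.0385 against 0.0320) and the *Osm* pairs (0.00625 and 0.00691 against 0.00283 and 0.00312) scored higher from neutrophil-like cells. The 3 *Tgfb1* pairs scored 0.0223, 0.0146 and 0.0105 from macrophage-like cells. The first place of the neutrophil and vascular endothelial combination was the same in both.

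The paper places IL-1β among the cytokines with high communication intensity. The *Il1b* score was 0 here. It was 0.0226 with the LIP library clustered alone, 0.0117 at a mitochondrial limit of 20%, 0.0308 with the 10% truncated mean and 0.0415 with the mean. With the bone-gene sub-cluster alone, chosen after seeing the values, it was 0.0301. From neutrophil-like cells, *Tnf* and *Osm* had the highest scores of the 7 ligands in the main setting. *Il1b* lay above *Osm* with the LIP library clustered alone, the 10% truncated mean and the bone-gene sub-cluster alone. At a limit of 20% both scores were 0.0117, and with the mean *Osm*, at 0.0421, lay above *Tnf* and *Il1b*.

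The paper describes TNF, IL-1β and OSM as specific to neutrophils within the lesion. For *Il1b* and *Osm* the log2 ratios of neutrophil-like over macrophage-like cells were 1.64 and 1.46, while for *Tnf* the ratio was 0.08 (−0.06–0.22), and macrophage-like cells held 45.3% of *Tnf*, 22.4% of *Il1b* and 24.6% of *Osm* UMIs. The *Tnf* ratio was 0.34 by the mean over cells and −0.45 (−0.59 to −0.31) with 15 dimensions. After thinning to 1000 UMIs, 42.9% (37.4–48.6) of neutrophil-like and 32.1% (22.2–43.4) of macrophage-like cells held *Tnf*, with overlapping intervals.

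The paper names its T cell cluster T_H_17 cells. T-like cells held 96.6% of the *Il17a* UMIs of the LIP library. A *Cd4* UMI was found in 0 of the 12 T-like cells with *Il17a*, which allows a share of cells with a UMI of up to 25% and does not show that *Cd4* is not expressed, since it was found in 4 of the 15 other T-like cells. *Trdc* was found in 10 of the 12, *Trbc2* in 11 and *Trac* in 4, and 15 of the 27 T-like cells held no *Il17a* UMI.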

Other observations

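The tests of *Tnfsf11*, of the *Acod1* sub-cluster and of the low-UMI sub-cluster were chosen only after the results were seen. Those of lymphoid tissue and of *Igkc* had been planned before their values were known.

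*Tnfsf11* had 59 UMIs in the LIP library. T-like cells held 28 of them, or 102 CPM (67.8–147), in 8 of 27 cells with 13 in 1 cell. Osteogenic-like cells held 27, or 18.4 CPM (12.1–26.8), and neutrophil-like, macrophage-like, epithelial-like, vascular endothelial-like and mural-like cells held 0. The other 4 came from 1 cell without a name. Free RNA is argued against for T-like cells by a log2 ratio of 7.81 (6.30–9.79) over the classes outside T-like and osteogenic-like cells. Of the 8 cells, 5 also held *Il17a*. In the control library T-like cells held 14 of 22 *Tnfsf11* UMIs.

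In osteogenic-like cells the log2 ratio of LIP over control for *Tnfsf11* was 3.05 (1.35–5.41). Within the bone-gene sub-cluster it was 0.88 (−0.89–3.29), from 18 and 3 UMIs, and in the fibroblast-gene sub-cluster there were 9 UMIs, all in 1 cell, and 0. Higher expression per cell and the larger bone-gene sub-cluster of the LIP library cannot be told apart with so few UMIs.

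In neutrophil-like cells the log2 ratios of LIP over control were 2.05 for *Tnf*, 1.55 for *Il1b* and 0.61 (0.26–0.98) for *Osm*. The sub-cluster led by *Acod1* and *Ccl3* held 85.2% of these cells in the LIP library and 55.8% in the control library. Within it the ratio for *Osm* was −0.21 (−0.64–0.24), so that the higher *Osm* of the class may follow from the larger sub-cluster. Its growth does not account for all of the rise in the other genes, whose ratios within it were 1.17 (0.77–1.61) for *Tnf* and 0.49 (0.41–0.58) for *Il1b*. A response to the ligature stays open, as does the preparation of the libraries.

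Beyond osteogenic-like cells, at 53.2 CPM, *Osmr* was at 121 (98.9–146) in vascular endothelial-like and 75.0 (55.3–99.5) in mural-like cells of the LIP library. *Il6* was at 152 (123–185) in mural-like and 57.0 in macrophage-like cells, and at 46.4 in osteogenic-like cells, where its 68 UMIs came from 4 cells.

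B-like cells made up 2.03% (1.23–3.15) of the LIP library and 17.4% (15.0–20.1) of the control library. Lymphoid tissue in the control pool is a candidate explanation. Of 4 genes of lymphoid stroma, 1 was higher in control osteogenic-like cells, *Ccl19* with a log2 ratio of control over LIP of 0.77. *Il7* had 3 and 3 UMIs, *Tnfsf13b* 2 and 4, and *Madcam1* 0, which is too few to tell. *Cxcl13*, which is not among the 4, had 154 UMIs in control and 0 in LIP osteogenic-like cells, but in only 4 cells, with 113 in 1 of them. *Igkc* was lower in both neutrophil-like and osteogenic-like cells of the LIP library, and it was lower in 7 of the 8 other classes apart from B-like cells, the exception being erythroid-like cells with 0 and 5 UMIs. This is consistent with free RNA of the B-like cells in the control library.

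The low-UMI sub-cluster beside the macrophage-like cells held *S100a8* at 27673 CPM in the LIP library, a log2 ratio of 6.85 (6.69–7.01) over macrophage-like cells. This ratio cannot decide on free RNA, which makes up a larger share of droplets with few UMIs, here a median of 791 against 15711. By count, the 46 cells of the sub-cluster held 2678 *S100a8* UMIs and the 83 macrophage-like cells 367. These counts argue only against free RNA in equal amounts per droplet. Neutrophils with few UMIs are a candidate source. No biological explanation was tested.

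Within neutrophil-like cells, 3194 genes were compared between the libraries. The highest log2 ratios of LIP over control were those of *BC100530* (5.99, 144 of 222 UMIs in 1 cell), *Ccl4* (4.64, in 153 cells, with 1137 of 5223 UMIs in 1), *Srxn1* (4.31, in 46 cells) and *Stfa1* (4.17, in 18 cells, with 166 of 564 UMIs in 1). *Saa3* was at 183 against 0 UMIs, in 57 cells, with 87 of the UMIs in 1. The lowest were those of *Igkc*, with 0 against 57 UMIs, *Olfm4* (−2.20), *Ubp1* (−1.97), *Lgals7* (−1.95) and *Cd74* (−1.94). In the control library 149 of 150 *Olfm4* UMIs and 78 of 89 *Cd74* UMIs came from 1 cell. Epithelial-like cells held 93.3% of the *Lgals7* UMIs of the LIP library and 91.7% of those of the control library. Free RNA of epithelial-like cells therefore stays open for the *Lgals7* ratio.

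Within osteogenic-like cells, 6710 genes were compared. Apart from *Saa3*, the highest ratios were those of *Car3* (7.86, in 11 cells), *Cytl1* (7.26, in 7 cells), *Ibsp* (6.90, in 19 cells) and *Il1rl1* (6.84, in 5 cells). In the LIP library the cell with the most UMIs of each gene held 1433 of the 2174 *Cytl1* UMIs, 2100 of the 7912 of *Ibsp*, 92 of the 253 of *Car3* and 57 of the 125 of *Il1rl1*, and in the control library 1 cell held 49 of the 61 *Ibsp* UMIs. In the LIP library all 253 *Car3* and all 125 *Il1rl1* UMIs lay in the bone-gene sub-cluster, which *Ibsp* leads, and *Cytl1* leads the cartilage-gene one. The bone-gene sub-cluster made up 48.4% of osteogenic-like cells in the LIP library and 16.5% in the control library, so the class ratios of *Car3*, *Ibsp* and *Il1rl1* also carry this difference in make-up. The lowest were *Pf4* with 0 against 222 UMIs, *Cxcl13* with 0 against 154, *Ctla2a* (−5.89), *Igkc* (−5.81) and *Cyp2f2* (−5.44). Of the control UMIs, 177 of *Pf4*, 113 of *Cxcl13* and 293 of *Ctla2a* came from 1 cell each.

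*Ddx3y*, a gene of the Y chromosome, had 725 UMIs in the LIP and 878 in the control library, and *Xist* had 2 and 1, as in pools of male mice.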
